A study of Mus musculus with 6 samples. Its data were reported in "DKK3 Initially Preserves Acinar Integrity Through MEK‐Fos Signaling, but Later Switches to an Oncogenic Role in Pancreatic Cancer" (2025).

How the data were processed

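RNA was sequenced from 6 cultures of mouse pancreatic acini (the enzyme-secreting cell clusters of the exocrine pancreas) after 3 days of an ex vivo acinar-to-ductal metaplasia (ADM) assay, in which explanted acini lose their secretory identity and form duct-like structures. Per the labels, 2 libraries came from wild-type acini (WT), 2 from acini of Dkk3-null mice (DD) and 2 from DD acini given recombinant DKK3 (rDKK3), the secreted glycoprotein that the null mice cannot make. The labelled ages rise by 1 week from library to library, from 10 and 11 weeks in WT through 12 and 13 weeks in DD to 14 and 15 weeks in DD + rDKK3, so if they are right, age and group cannot be told apart. Ages in so even a series could have been filled in rather than recorded, and they settle neither whether age differed between groups nor whether same-numbered cultures were paired. The titles of same-numbered DD and DD + rDKK3 libraries share a name (DD1 or DD2). The labels name no shared animal, so the replicate numbers were treated as numbers only. No batch, date or strain background of the libraries was used in the model. Batch and date were not tested, and strain background was tested only through the positions of changed genes.

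The deposited table holds raw counts, whole numbers of read pairs per gene and library, which the authors made before any normalisation. Per their methods, strand-specific paired-end reads were aligned with STAR to mouse genome GRCm39 and the basic GENCODE M32 annotation, alignments over exons were counted in union mode with secondary alignments ignored, and exon counts were summed per gene. Counting by gene has consequences for the measurements. A read that matches a processed pseudogene and its parent gene equally well is placed or dropped by the aligner, so small sequence differences between mouse strains can move reads from one copy to the other. A gene-level count also cannot show which exon of a gene was transcribed. Replicates were not pooled. The authors tested the counts with DESeq2, shrunken fold changes and weighted multiple-testing adjustment.

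The table of counts lists 57045 features, of which 92 are rows for synthetic spike-in RNAs with 0 counts in all 6 libraries. These were left out, leaving 56953 genes, and 148 duplicated gene names were kept apart by identifier. Library totals ranged from 12018473 to 19750401 counts. Coordinates are those of GRCm39 as deposited, 1-based. Exon positions of Dkk3, gene lengths, GC content and pseudogene sequences were taken from a GRCm39 genome with the later GENCODE M39 annotation, in which 14683 of the 14738 genes tested had a length and GC value.

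From the deposited counts, genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 14738 genes, of which 12698 were protein coding and 312 pseudogenes. Counts were scaled by TMM (trimmed mean of M values) and fitted with edgeR's quasi-likelihood model over all 6 libraries and 3 groups, and the contrasts DD against WT, DD + rDKK3 against DD and DD + rDKK3 against WT were taken from that fit. All p-values of genes are two-sided quasi-likelihood F-test values with Benjamini-Hochberg adjustment over the 14738 genes, and a gene was called at an adjusted p under 0.05. The fit had 3 residual degrees of freedom, a prior of 4.634 degrees of freedom and a common biological coefficient of variation of 0.2148. CPM, the usual unit of counts normalised to depth, was computed from the TMM-scaled totals, and log2 CPM with a prior count of 2. Dkk3 did not pass the filter and was tested in the same model without the filter. Intervals are exact 95% Poisson intervals of a count, and the floor is the CPM of 3 counts. Both cover counting error only, since reads carried no molecular identifiers.

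Before the data were examined, 25 gene lists, the tests and all alternatives except those named below as added were written down. Of the lists, 22 had at least 5 genes tested and were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 66 list and contrast pairs, and 3 smaller lists are given as medians. A list score is the mean over its genes of log2 CPM centred on the mean of the 6 libraries. Genes named in the text are Dkk3, 13 genes the study named, the sex-linked genes, up to 5 genes in each direction with the smallest p among those called with an absolute log2 fold change of at least 1, an average log2 CPM of at least 1 and no overlap between groups, and up to 3 members of each called list with the smallest p in its direction. Genes outside this rule are described as chosen after their values were seen. The result of 1 list member is not reported here. The correlation of fold changes between contrasts that share the DD libraries was set against 100 simulated sets of unchanged groups.

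The procedures were tested on simulated counts drawn from the libraries' means and totals, with 200 genes changed. At an absolute log2 fold change of 1, 25% of the changed genes (50) and 10 unchanged genes were called among 14544 genes tested. At 2 it was 71.5% (143) and 13 unchanged genes among 14542, and at 3 it was 91% (182) and 22 unchanged genes among 14525. With no change, 0 of the 200 genes and 1 other gene were called among 14530 genes tested. The list test gave an unadjusted p under 0.05 for 4 of 100 unchanged lists, among 14544 genes. It did so for 20 of 20 lists shifted by 0.5, among the same genes. All counts were drawn independently for each gene and library. The simulation therefore could not test camera's preset correlation on genes that vary together. The scan for clusters of changed genes in windows of 10 Mb called 0 windows of randomly placed genes and found the planted one, over 14738 genes.

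The alternatives were DESeq2's test, limma-voom, DESeq2 size factors, library size without TMM, TMM without the acinar enzyme genes, no filter, a filter of at least 10 counts in every library, a robust dispersion prior, a fit of the 4 libraries compared, a replicate block, fry and camera with an estimated correlation for the lists, and leaving out each library in turn. Thinning all libraries to the smallest total, a block within the Dkk3-null libraries, further splits of the DD libraries and simulated unchanged groups in which same-numbered DD and DD + rDKK3 libraries deviate together were added after the data had been seen. Closest coding genes of pseudogenes were found by aligning the pseudogene sequence to coding transcripts with blastn 2.17.0. Other tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, the data.table package (version 1.17.8), Python 3.11.15, Biopython 1.88 and matplotlib 3.10.9. Leaving out 1 library leaves a group with a single library, so those fits give values only. Exon-level and read-level data were not used here.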

Results

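The effects of DKK3 loss and of adding the protein back were examined in 6 acinar cultures, all at day 3 of the ADM assay. Each of the 3 groups (WT, DD and DD + rDKK3) had 2 libraries of bulk RNA-seq. The library totals were 12018473 and 14398015 counts in WT, 19750401 and 16234731 in DD, and 18694454 and 17787324 in DD + rDKK3. Acinar enzyme transcripts took 22.1% ± 1.71 of all counts in WT, 17.58% ± 1.07 in DD and 19.84% ± 1.94 in DD + rDKK3 (SD, n = 2 each). The 10 most abundant genes took 25.49% ± 1.77, 21.64% ± 0.233 and 24.48% ± 0.658 in the same order. The labels give the 6 libraries as separate samples, and in no group did the replicates match within counting noise, as a library deposited under 2 names would (chi-square per degree of freedom 33.51 in WT, 66.94 in DD and 23.41 in DD + rDKK3).

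The targeted gene was examined first. Dkk3 (ENSMUSG00000030772.7, protein coding, minus strand of chromosome 7, start 111715224, end 111758264 in GRCm39) had 10 and 1 counts in the WT libraries, 11 and 9 in DD, and 5 and 5 in DD + rDKK3. In CPM these were 0.982 (95% Poisson interval 0.471 to 1.81) and 0.0702 (0.00178 to 0.391) in WT, 0.521 (0.26 to 0.931) and 0.529 (0.242 to 1) in DD, and 0.264 (0.0857 to 0.616) and 0.269 (0.0873 to 0.628) in DD + rDKK3. The floor of 3 counts was 0.295 and 0.211 CPM in the WT libraries, 0.142 and 0.176 in DD, and 0.158 and 0.161 in DD + rDKK3. The gene lay below the expression filter. In the edgeR quasi-likelihood model without the filter, its log2 fold change in DD against WT was 0.16 (SE 0.731, Benjamini-Hochberg adjusted p 1). It was -0.96 (SE 0.737, adjusted p 1) for DD + rDKK3 against DD and -0.80 (SE 0.789, adjusted p 0.843) for DD + rDKK3 against WT. Leaving out WT 2 gave -0.84 and leaving out WT 1 gave 2.82 for DD against WT. Reads of the gene were thus present in both DD libraries above the floor, and at this depth no loss was detected. The paper also reported similar total Dkk3 RNA in both genotypes. It ascribed this to Dkk3b, an intracellular isoform that starts at a second site. By qRT-PCR with exon-specific primers it reported that transcripts with exon 2 were lost in DD. The null allele lacks exon 2, which in the canonical transcript of the later annotation spans 111757390 to 111757625 of chromosome 7, and counts summed over a gene do not separate this exon from the rest, so the gene count neither supports nor contradicts the labels.

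The similarity of the libraries was described by principal components of log2 CPM. The first component held 42.26% of the variance and separated DD 2 (41.48) and DD + rDKK3 2 (42.04) from the other 4 libraries, which lay between -37.34 and -7.783. The second held 32.32% and set WT 1 (52.77) apart from the other 5, which lay between -29.92 and 12.18. Neither component separated the 3 groups. Across genes, which are not independent replicates, Pearson's r between the replicates was 0.9705 in WT, 0.9677 in DD and 0.9803 in DD + rDKK3, whereas DD 1 and DD + rDKK3 1 reached 0.99 and DD 2 and DD + rDKK3 2 reached 0.9868.

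**Figure D1:**
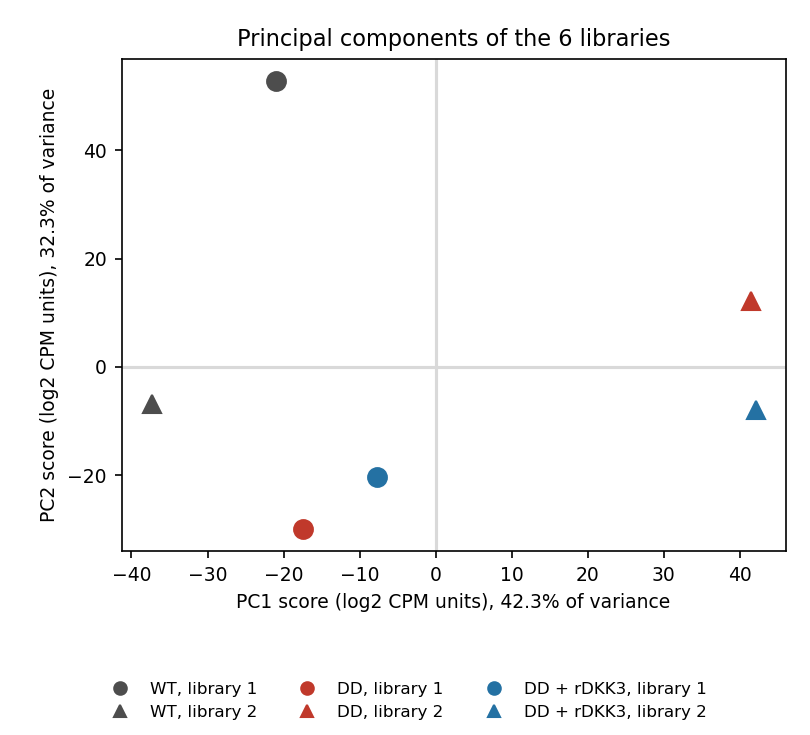
First and second principal components of log2 CPM for the 6 libraries, each point a library, coloured by group and shaped by replicate number, with scores in log2 CPM units. DD 2 and DD + rDKK3 2 lie together on the right at 41.48 and 42.04 on the first component, and WT 1 lies alone on the second at 52.77.

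The labelled sex was compared with sex-linked transcripts. WT 2, the library labelled female, had 16 Xist counts (ENSMUSG00000086503.5, X chromosome, 102503972 to 102526860), or 1.12 CPM, and the 5 libraries labelled male had 0, which allows up to 3 counts in each. The summed CPM of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y was 141.4 in WT 2, within the range of the other libraries, from 118.7 to 146.7. The Y-linked genes were thus as abundant in the library labelled female as in those labelled male. Because sex was not a term of the model, no comparison depends on that label.

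The comparison of DD with WT asked which transcripts change when DKK3 is absent. Of 14738 genes, 6 were called by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 2 higher and 4 lower in DD, and 4 of the 6 were pseudogenes. At an unadjusted p under 0.05 there were 1217 genes, 629 higher and 588 lower, where 737 were expected by chance. The count moved most without the low-count filter, to 528. Scaling by library size alone moved the median log2 fold change of all genes to 0.22 in DD against WT and to 0.18 in DD + rDKK3 against WT, from 0.0164 and 0.0171 with TMM. All changes are given relative to the TMM scaling. The 6 calls kept their direction in each fit that left out 1 library.

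Rps3a3 (ENSMUSG00000059751.8, processed pseudogene, chromosome 13, 108807137 to 108807931) fell from 202.4 ± 19.6 CPM in WT to 0.8482 ± 0.463 in DD and 0.5325 ± 0.0685 in DD + rDKK3 (SD, n = 2), a log2 fold change of -7.93 in DD (SE 0.319, adjusted p 0.000208). Rps13-ps1 (ENSMUSG00000066362.6, processed pseudogene, chromosome 8, 87774317 to 87774854) rose from 0.2316 ± 0.228 to 96.48 ± 24.9 CPM, with 89.19 ± 0.0532 in DD + rDKK3 (log2 fold change 8.82, SE 0.429, adjusted p 0.00043), on 4 and 1 counts in the WT libraries. Selenbp2 (ENSMUSG00000068877.13, protein coding, chromosome 3, 94600863 to 94611720) fell from 33.16 ± 3.27 to 2.446 ± 0.782 CPM (-3.77, SE 0.296, adjusted p 0.0101). Its paralog Selenbp1 (chromosome 3, 94840367 to 94852069), named after its values were seen, was at 970.6 ± 74.9 CPM in WT and 1454 ± 387 in DD. Acsm3 (ENSMUSG00000030935.16, protein coding, chromosome 7, 119360146 to 119386736) rose from 3.152 ± 0.707 to 19.91 ± 2.56 CPM (2.64, SE 0.248, adjusted p 0.0223). Rps3a2 (ENSMUSG00000062611.5, chromosome 14, 88360453 to 88361244) fell by 4.57 (SE 0.395, adjusted p 0.0152) and Gm6166 (ENSMUSG00000074280.7, chromosome 9, 57391246 to 57391654) fell by 5.26 (SE 0.514, adjusted p 0.0246) on the log2 scale, both processed pseudogenes. The closest coding genes to the 4 pseudogenes matched them at 98.9% (Rps3a1 to Rps3a3), 99.5% (Rps3a1 to Rps3a2), 99.6% (Rps13 to Rps13-ps1) and 98.3% of aligned bases (Fabp5 to Gm6166). Counts of these 4 are therefore uncertain as levels of the pseudogenes themselves.

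**Figure D2:**
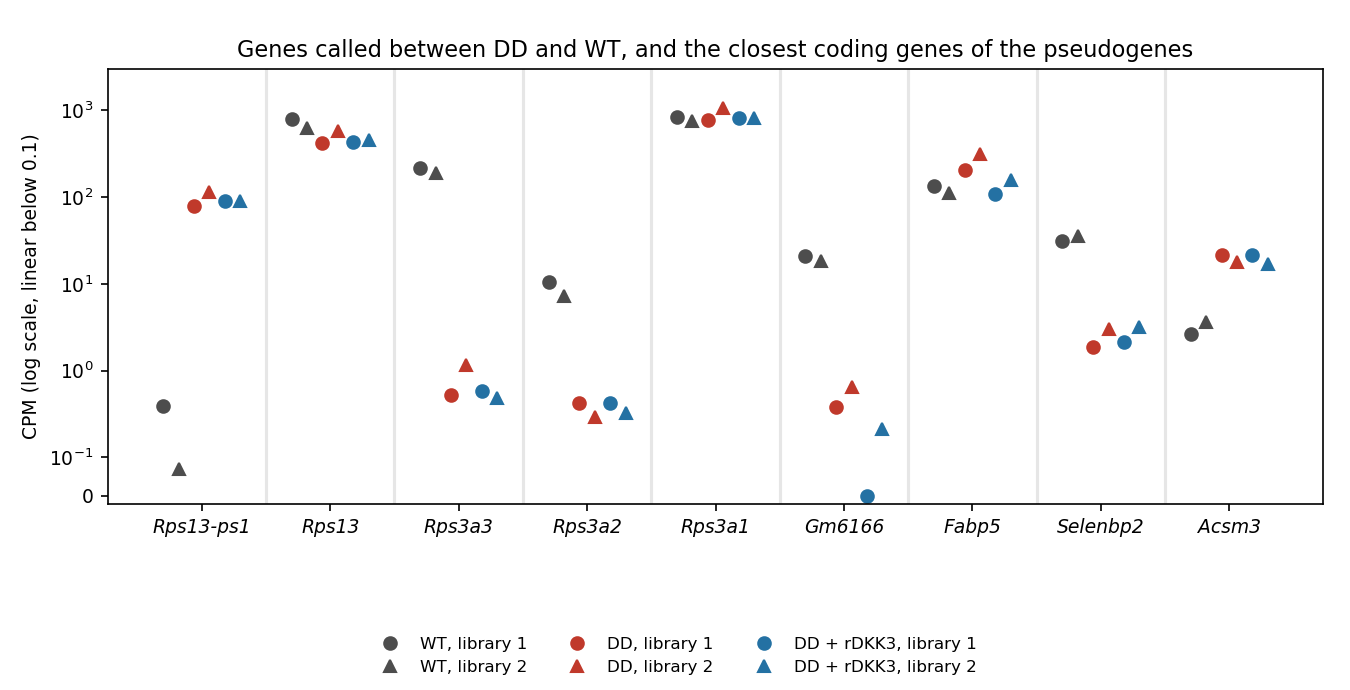
CPM (log axis, linear below 0.1) of the 6 genes called in DD against WT and of Rps13, Rps3a1 and Fabp5, the closest coding genes of the 4 pseudogenes, each point a library, coloured by group. In DD and DD + rDKK3 alike, Rps13-ps1 and Acsm3 lie above WT and Rps3a3, Rps3a2, Gm6166 and Selenbp2 below it, whereas Rps3a1 lies between 746.9 and 1057 CPM in all 6 libraries.

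The 13 genes that the study named were tested to ask whether immediate early, MAPK-related, ductal and acinar transcripts changed in DD. Over all genes tested, the edgeR test called 0 of the 13 in any contrast. This depended on the test, on the filter and, for Amy2b, on leaving out a block within the Dkk3-null libraries. In DD against WT, DESeq2 called 4 of the 13 over all genes (Areg, Plaur, Amy2b and Pnliprp1). There limma-voom called 1 (Amy2b) and edgeR without a filter 7 (Fos, Egr1, Areg, Plaur, Dusp1, Amy2b and Prss3). In the edgeR test with the filter, 8 of the 13 in DD against WT had an unadjusted p under 0.05, and adjusted over the list alone 8 were called, which is not independent evidence for the genes that the study picked out from these samples, among them Fos, Egr1, Areg, Plaur and Dusp1. Krt19 and Sox9 were named as ductal markers measured by qRT-PCR. For DD + rDKK3 against DD the counts were 2 at an unadjusted p under 0.05 and 1 adjusted over the list alone, and for DD + rDKK3 against WT they were 7 and 3. In DD against WT 9 were higher and 4 lower, and the libraries of the groups did not overlap for 9 of 13, where chance gives 33.3%.

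Fos (ENSMUSG00000021250.14, chromosome 12, 85520664 to 85524047) was at 22.89 ± 21 CPM in WT, 98.53 ± 27.8 in DD and 76.7 ± 30.1 in DD + rDKK3 (SD, n = 2). Its log2 fold change in DD against WT was 2.09 (SE 0.613, adjusted p 0.586, adjusted over the list alone 0.0207), and without WT 2 and without WT 1 it was 3.61 and 1.40. For DD + rDKK3 against DD it was -0.36 (SE 0.579, adjusted p 1), -0.022 without DD + rDKK3 1 and -0.84 without DD + rDKK3 2. Egr1 rose by 1.30 in DD (SE 0.402, adjusted p 0.586) and Dusp1 by 0.78 (SE 0.235, adjusted p 0.586). Without DD 2 Egr1 rose by 0.85. Areg (ENSMUSG00000029378.6, chromosome 5, 91287458 to 91296291) rose by 1.63 in DD (SE 0.316, adjusted p 0.393) and changed by -0.97 after rDKK3 (SE 0.3, adjusted p 1), from 9.311 ± 2.79 to 4.745 ± 0.287 CPM, beside 2.97 ± 0.866 in WT. Without DD 2 the change after rDKK3 was -0.63.

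Plaur (ENSMUSG00000046223.11, chromosome 7, 24161909 to 24175393) gave the smallest errors of these genes. Its CPM was 24.22 ± 2.3 in WT, 45.2 ± 3.42 in DD and 26.12 ± 1.16 in DD + rDKK3. The log2 fold change was 0.90 in DD against WT (SE 0.151, adjusted p 0.3) and -0.79 in DD + rDKK3 against DD (SE 0.149, adjusted p 1), and adjusted over the list alone these had 0.00265 and 0.0108. Jun changed by 0.19 and Junb by 0.54 in DD. Without WT 2 and without WT 1 the change of Junb was 0.94 and 0.25, and Jun changed direction, to -0.075, without WT 1 and was 0.53 without WT 2. The ductal genes Krt19 and Sox9 changed by 0.064 (SE 0.267, adjusted p 0.938) and 0.20 (SE 0.189, adjusted p 0.692), and neither was called over all genes or over the list alone. Krt19 changed direction without WT 2, to -0.29, and was 0.54 without WT 1, and Sox9 was 0.12 without DD 1.

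Among acinar enzymes, Amy2b (ENSMUSG00000083079.5, listed as an unprocessed pseudogene, chromosome 3, 113054972 to 113064043) fell by 2.75 on the log2 scale (SE 0.323, adjusted p 0.0786, adjusted over the list alone 0.000485), from 317.1 ± 123 to 47.29 ± 12.5 CPM. Prss3 and Pnliprp1 changed by -1.11 (SE 0.323, adjusted p 0.586) and -0.90 (SE 0.257, adjusted p 0.586), and without WT 1 Prss3 changed by -0.60. Amy1 changed by -0.22 (SE 0.312, adjusted p 0.798), by -0.56 without DD 2 and in the other direction, by 0.15, without WT 1. The amylase and trypsin genes belong to families of near-identical copies, so reads can be split between them and these values are uncertain.

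**Figure D3:**
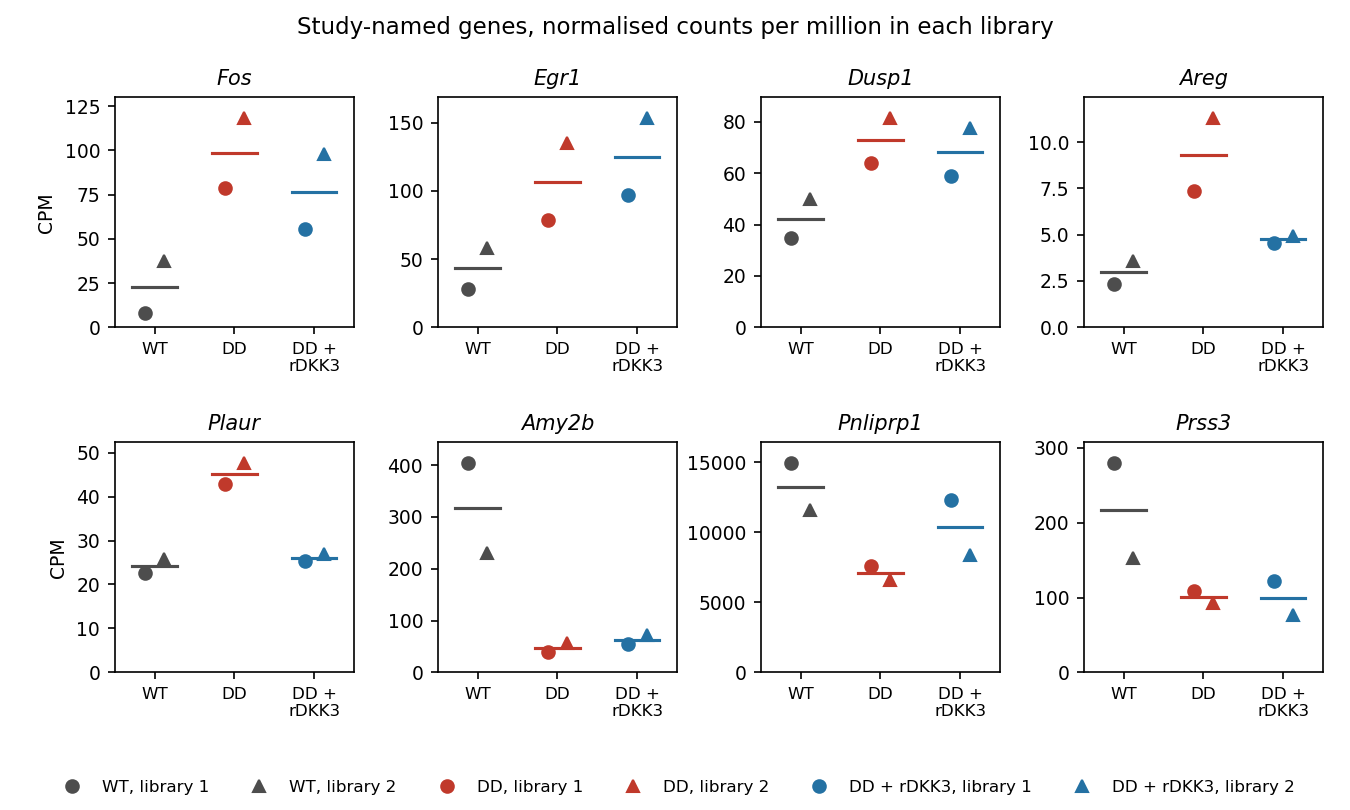
CPM (linear axes from 0) of the 8 study-named genes that were called in DD against WT with p adjusted over the list alone, each point a library and each horizontal line a group mean. Plaur rises from 24.22 in WT to 45.2 in DD and lies at 26.12 in DD + rDKK3, and Fos lies at 22.89, 98.53 and 76.7.

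Gene lists were tested to ask which programs shifted together in DD. Of the 66 list and contrast pairs, 32 were called by camera with Benjamini-Hochberg adjustment, 12 of them in DD against WT. None of the 32 calls held under fry or under camera with an estimated inter-gene correlation, where the lowest adjusted p was 0.45 and 0.485 and an unadjusted p under 0.05 was reached by 6 and 5 pairs. These were the alternatives that moved the number of calls most, both to 0. The list p-values below are camera's adjusted values and hold only at its preset correlation.

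The acinar enzyme list was lower in DD, with a median log2 fold change of -0.70 over 34 genes (adjusted p 1.48e-21) and 0 genes higher, and without WT 1 the median was -0.36. The study named 4 of its genes. Besides Amy2b, Rnase1 (-0.85) and Try10 (-0.59) had the smallest p. The Reg family (-0.75, 6 genes, adjusted p 1.35e-05) and the innate and antimicrobial genes (-0.67, 15 genes, adjusted p 7.23e-06) were lower. Without DD 1 these medians were -0.29 and -0.25, without DD 2 they were -1.47 and -1.20, and without WT 1 they were -0.40 and -0.43. Reg3d (-1.02) and Reg2 (-0.64), and Pglyrp1 (-1.88) and Cd14 (-0.71), had the smallest p. The unfolded protein response genes were lower (-0.17, 30 genes, adjusted p 0.000808), with Chac1 (-0.78) and Trib3 (-0.68) first. Without WT 1 their median was -0.085, and under library size alone it was 0.031, below the median of all genes there.

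Cytosolic ribosomal protein genes changed by a median of -0.32 over 84 genes with 0 higher (adjusted p 3.89e-13), and mitochondrial ribosomal protein genes by -0.24 over 76 genes with 3 higher (adjusted p 7.6e-09). Without DD 1 the medians were -0.079 and -0.089, and without WT 1 they were -0.14 and -0.11. Without DD 2 they were -0.57 and -0.35. In both lists the scores of the WT and DD libraries overlapped, and 2 genes in each had an unadjusted p under 0.05.

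Among lists that were higher, the MAPK feedback targets rose by a median of 0.64 with 17 of 19 genes higher (adjusted p 2.43e-07; the unadjusted p was 0.0175 under fry), and the study named 2 of its genes. Phlda1 (1.01), Plaur and Areg had the smallest p. Without WT 2 the median was 0.42. Immediate early genes rose by 0.26 over 26 genes (adjusted p 0.00226), of which the study named 5, and without DD 2 the median was 0.11, without WT 1 it was 0.13 and without WT 2 it was 0.54. Ccn2 (0.76) had the smallest p. The cell-matrix adhesion and basement membrane genes rose by 0.26 over 41 genes (adjusted p 8e-06), led by Itga3 (0.70), and without WT 2 the median was 0.47. Actin cytoskeleton genes rose by 0.12 (adjusted p 0.0294), and without WT 1 the median was 0.20 and without WT 2 0.042. Adipocyte markers rose by 0.21 over 5 genes (adjusted p 0.0424), a call that was also lost with library size alone, at equal depth and with the replicate block, and by 0.60 without DD 1, by 0.46 without WT 2 and by 0.38 and 0.39 without WT 1 and DD 2. Fibroblast and stellate markers rose by 1.61 over 18 genes (adjusted p 0.000309), led by Fbn1 (2.63) and Col5a1 (2.83), and changed direction without DD 2, to -0.43. Without DD 1 and WT 1 the medians were 2.53 and 2.45.

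The other 10 lists were not called in DD against WT. Their medians were 0.0315 for acinar transcription factors, -0.056 for ductal markers, 0.0515 for AP-1 genes, 0.16 for MAPK kinases, 0.047 for p53 targets, 0.27 for cell cycle genes, 0.13 for endothelial, 0.35 for macrophage and -0.10 for islet markers, and -0.090 for mitochondrially encoded genes. Of the lists too small to test, neutrophil markers changed by -0.58, lymphocyte markers by -0.52 and mesothelial markers by 1.53.

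**Figure D4:**
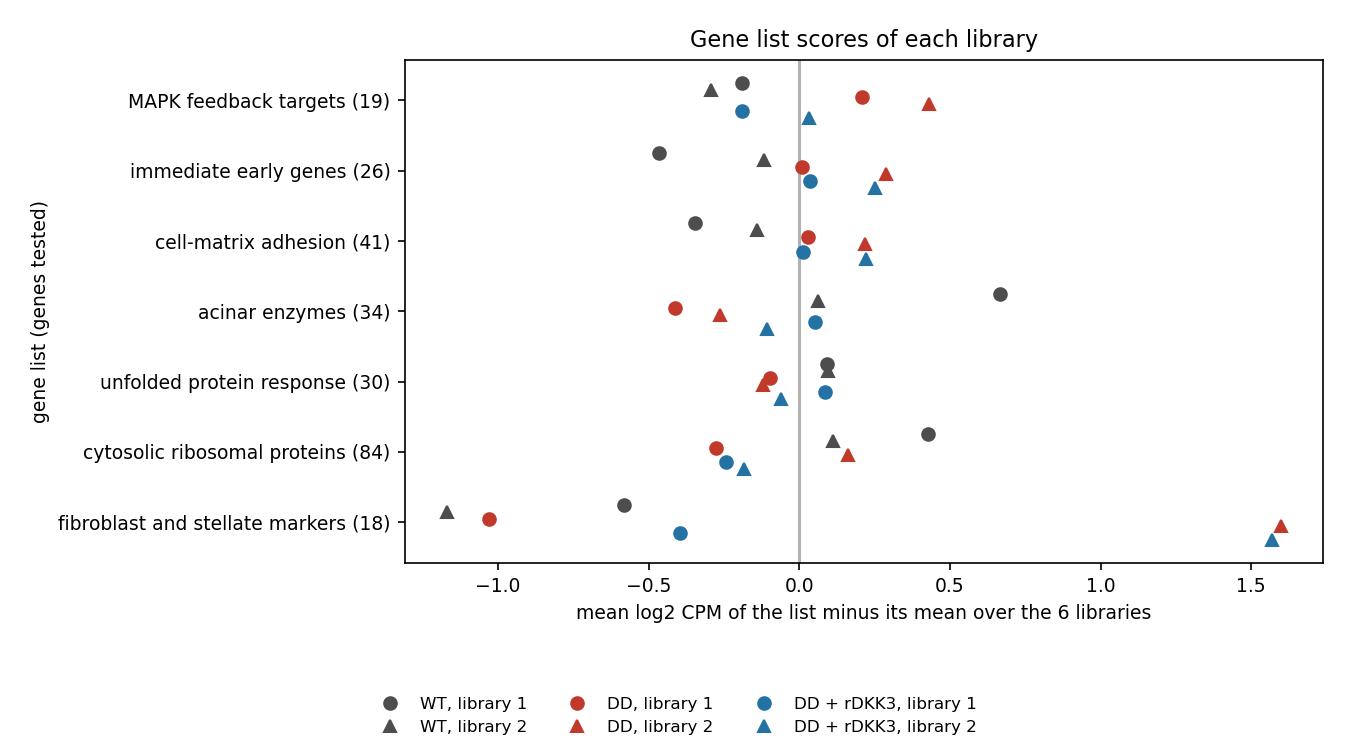
Scores of 7 gene lists on the horizontal axis (mean log2 CPM of the genes tested, minus its mean over the 6 libraries), each point a library, coloured by group and shaped by replicate number. The MAPK feedback score is 0.21 and 0.43 in DD and lies between -0.29 and 0.032 in the other 4 libraries, and the fibroblast score is high in DD 2 (1.60) and DD + rDKK3 2 (1.57).

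The comparison of DD + rDKK3 with DD asked which transcripts respond to the recombinant protein. The edgeR test called 0 of 14738 genes, with 292 at an unadjusted p under 0.05 (88 higher, 204 lower) where 737 were expected by chance. The count moved most without the filter, to 73. Among the lists, 11 were called by camera. MAPK feedback targets fell by a median of 0.41, with 2 of 19 genes higher (adjusted p 1.82e-13; the unadjusted p was 0.021 under fry), and without DD 1 the median was -0.67. Phlda1 (ENSMUSG00000020205.9, chromosome 10, 111342147 to 111344506) went from 46.46 ± 2.72 CPM in DD to 25.77 ± 0.143, beside 23.04 ± 2.98 in WT (log2 fold change -0.85, SE 0.152, adjusted p 1). Ccnd1 changed by -0.72 (SE 0.151, adjusted p 1), with 0.080 in DD against WT.

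Acinar enzymes rose after rDKK3 by a median of 0.25 with 32 of 34 genes higher (adjusted p 1.79e-10), led by Klk1 (0.64) and Rnase1 (0.56), and their medians without 1 library lay between 0.18 and 0.35. Acinar transcription factors rose by 0.087 (adjusted p 0.0248), the unfolded protein response genes by 0.13 (adjusted p 0.00348) and the Reg family by 0.39 (adjusted p 0.004). The first changed to -0.026 without DD 2 and to 0.34 without DD 1, the unfolded protein response genes to 0.022 without DD + rDKK3 1 and 0.20 without DD + rDKK3 2, and the Reg family to -0.059 without DD 1 and 0.87 without DD 2. Ductal markers fell by 0.28 (adjusted p 0.00012), led by Tspan8 (-1.11) and Krt7 (-0.50), and by 0.18 without DD 2. Actin cytoskeleton genes changed by -0.19 (adjusted p 0.000309) and by -0.046 without DD 2 and -0.093 without DD + rDKK3 1. Adipocyte markers changed by -0.86 over 5 genes (adjusted p 0.00893), by -0.19 without DD 2 and by -0.43 without DD + rDKK3 2. Cell cycle genes (-0.35, adjusted p 1.24e-05), cytosolic ribosomal protein genes (-0.17, adjusted p 2.44e-07) and mitochondrial ribosomal protein genes (-0.13, adjusted p 1.09e-06) each changed direction without DD 2, to 0.014, 0.063 and 0.00085. Without DD 1 they were -0.71, -0.42 and -0.29. Cell cycle genes were also -0.11 without DD + rDKK3 1 and -0.84 without DD + rDKK3 2. The small lists changed by -0.055 (neutrophil), 0.33 (lymphocyte) and -0.18 (mesothelial markers).

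The comparison of DD + rDKK3 with WT asked what still separated treated DD acini from WT. The edgeR test called 7 genes, 2 higher and 5 lower, and 2261 had an unadjusted p under 0.05 (1082 higher, 1179 lower). The count moved most without the filter, to 788. The 7 included the 6 genes called in DD against WT, and the seventh was Capza1-ps1 (ENSMUSG00000067017.6, pseudogene, chromosome 1, 105383696 to 105386554), which matched Capza1 at 99.6% of aligned bases and is uncertain for the same reason (log2 fold change -4.88, SE 0.53, adjusted p 0.0449). For the 6 shared genes the change from DD to DD + rDKK3 was 0.15 for Selenbp2, -0.038 for Acsm3, -0.11 for Rps13-ps1, 0.034 for Rps3a2, -0.62 for Rps3a3 and -2.16 for Gm6166, the last on 0 and 4 counts in DD + rDKK3, and none moved toward WT by more than the SE of its change.

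Camera called 9 lists here. Cytosolic ribosomal protein genes changed by -0.50 (adjusted p 5.67e-21) and mitochondrial ribosomal protein genes by -0.38 (adjusted p 2.22e-15). Without WT 1 these medians were -0.32 and -0.23. Acinar enzymes (-0.41, adjusted p 4.28e-06), the Reg family (-0.44, adjusted p 0.0424), the innate and antimicrobial genes (-0.62, adjusted p 7.65e-05) and ductal markers (-0.33, adjusted p 0.00115) were lower. Without WT 1 they were -0.034, -0.11, -0.15 and -0.14, without WT 2 the Reg family was -0.75, and without DD + rDKK3 2 the innate genes were -0.93. Ambp (-1.30) and Mmp7 (-1.53) had the smallest p among the ductal markers. Adhesion genes (0.31, adjusted p 0.000208), fibroblast markers (1.81, adjusted p 0.000383) and immediate early genes (0.17, adjusted p 0.0074) were higher, and without DD + rDKK3 2 the fibroblast median was 0.61, while without WT 2 the immediate early median was 0.55. The MAPK feedback targets were not called (0.11, adjusted p 0.72). The small lists changed by -1.0 (neutrophil), -0.19 (lymphocyte) and 0.58 (mesothelial markers).

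Whether rDKK3 moved gene expression back toward WT was asked across all genes by correlating the log2 fold changes of DD against WT with those of DD + rDKK3 against DD. Pearson's r was -0.171 and Spearman's rho -0.0376 across 14738 genes, which are not independent replicates, and 46.9% of genes changed in opposite directions. Because both contrasts use the DD libraries, unchanged groups simulated 100 times gave r of -0.484 on average (-0.516 to -0.451) and 66.2% of genes in opposite directions (65.2 to 67.1). That simulation drew all libraries independently, whereas the deviations of same-numbered DD and DD + rDKK3 libraries from their group means correlated at 0.65. Unchanged groups simulated with deviations linked to that extent, which was added after the data had been seen, gave r of -0.284 on average (-0.31 to -0.246) and 58.6% of genes in opposite directions (57.7 to 59.7). The observed correlation was less negative than in either simulation, so it shows no return beyond the one that shared libraries force, but how far it lies from chance depends on how the libraries are assumed to deviate. The alternative that moved it most used DD 2 for DD against WT and DD 1 for the effect of rDKK3. No library was then shared, and r was 0.431. The treated mean still held DD + rDKK3 2, whose number is that of DD 2, so linked deviations can raise this value. With only DD + rDKK3 1 against DD 1 r was 0.0696, and in the reverse split with 1 treated library it was 0.274. The MAPK feedback list, by contrast, kept both directions under such splits. DD 1 and DD 2 lay above the WT mean by 0.47 and 0.56 in the median of its genes, and the DD + rDKK3 mean lay below DD 1 and DD 2 by 0.51 and 0.64.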

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

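The thinning to equal depth, the block within the Dkk3-null libraries and the splits with 1 treated library were chosen only after the data had been seen. The number of genes called depended most on the filter and the test. Without a filter (26506 genes) there were 528 calls in DD against WT, 417 higher and 111 lower. There were 73 in DD + rDKK3 against DD and 788 in DD + rDKK3 against WT. The lowest edgeR adjusted p in DD against WT was 1.1e-167 without a filter, beside 0.000208 with it. The calls of the unfiltered fit, and the SEs of Dkk3 taken from it, are therefore uncertain. DESeq2 called 80, 2 and 61, and a filter of at least 10 counts in every library left 2 in DD against WT and 2 in DD + rDKK3 against WT. That filter removes the called pseudogenes by construction, since each has under 10 counts in a library. limma-voom called 3 genes in DD + rDKK3 against WT. DESeq2's own filter left 4923 genes with an adjusted p in that contrast, and 2 of the 7 genes were among its 61 calls. For the other changes the cause was not tested. In DD against WT, the 6 genes were among the calls without a filter and with DESeq2, and the counts under the other scalings, the robust prior, limma-voom, equal depth and the fit of 4 libraries ranged from 5 to 8. In DD + rDKK3 against WT the same alternatives except limma-voom gave 6 to 9. With DD + rDKK3 against DD, 0 genes were called under all alternatives except no filter and DESeq2. Unadjusted p under 0.05 was reached by 270 genes with library size alone and by 431 in the fit of 4 libraries.

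Of the 66 list and contrast pairs, fry called 0 and camera with an estimated correlation called 0, whereas 31 to 33 were called with library size alone, with TMM without the acinar enzyme genes and at equal depth. Fry and the estimated correlation allow for genes of a list that vary together between replicates, which the preset value does not, and no further cause was tested. The correlation of the contrasts that measures a return toward WT was -0.020 for genes with an average log2 CPM of at least 3. It changed sign when the contrasts used different DD libraries, to 0.278 and 0.431, and with a single treated library as well to 0.274 and 0.0696, where the libraries are no longer shared by construction. In the last of these only Pearson's r changed sign, since Spearman's rho was -0.116 and 55.9% of genes changed in opposite directions.

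Dkk3, at 1 to 11 counts, ranged from -0.84 to 2.82 in DD against WT across the 4 fits that each left out 1 library, and depth limits any statement on it. Changes of direction among such fits were found for these genes and lists. In DD against WT the ranges were -0.075 to 0.53 for Jun, -0.29 to 0.54 for Krt19, -0.56 to 0.15 for Amy1 and -0.43 to 2.53 for the fibroblast list. In DD + rDKK3 against DD they were -0.15 to 0.67 for Egr1, -0.32 to 0.089 for Dusp1, -0.25 to 0.25 for Junb, -0.39 to 0.27 for Prss3, -0.026 to 0.34 for acinar transcription factors, -0.059 to 0.87 for the Reg family, -0.84 to 0.014 for cell cycle genes, -0.42 to 0.063 for cytosolic and -0.29 to 0.00085 for mitochondrial ribosomal protein genes. Each of these fits leaves 1 group with a single library, which then decides the value.

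The sign changed in 4 more cases, for which the cause was not tested. At equal depth Junb and Prss3 in DD + rDKK3 against DD were 0.014 and 0.0056, and with library size alone Amy1 and the unfolded protein response list in DD against WT were 0.010 and 0.031, while the median of all genes there was 0.219. Of the other values for the genes named by the study, the genes called and the lists called, 768 kept their direction and their side of the threshold, 84 were no longer past it, 13 newly passed it and 69 moved by more than the spread between replicates when 1 library was left out. Of the 84, 32 were list calls under fry and 32 were list calls under the estimated correlation. Among the rest, the call of the adipocyte list in DD against WT was lost with library size alone, at equal depth and with the replicate block, that of the actin list in DD against WT with the replicate block, and that of the Reg family in DD + rDKK3 against WT with the replicate block and the filter of at least 10 counts. Gm6166 in DD against WT was lost with library size alone. In DD + rDKK3 against WT, Capza1-ps1 was lost with library size alone, the replicate block, equal depth, limma-voom and DESeq2, and Acsm3, Selenbp2, Gm6166 and Rps3a2 were lost under limma-voom, DESeq2 or the replicate block, where DESeq2 gave none of these genes an adjusted p. The 13 values that newly passed were all of genes the study named, in DD against WT and DD + rDKK3 against DD. In DD against WT DESeq2 called Areg, Plaur, Amy2b and Pnliprp1, limma-voom called Amy2b, and without a filter Fos, Egr1, Areg, Plaur, Dusp1, Amy2b and Prss3 were called. Plaur was called in DD + rDKK3 against DD without a filter. Outside this tally, in DD + rDKK3 against WT Amy2b and Prss3 were called by DESeq2, and without a filter 5 of the study's genes were called (Fos, Egr1, Dusp1, Amy2b and Prss3). A block within the Dkk3-null libraries gave a call of Amy2b in both contrasts against WT. Newly called lists lie outside the tally too. With library size alone 11 of 12 list calls in DD against WT and 9 of 10 in DD + rDKK3 against WT were shared with the 32 calls made with TMM and no block, and with the block within the Dkk3-null libraries 10 of 12, 11 of 12 and 9 of 12 were shared in DD against WT, DD + rDKK3 against DD and DD + rDKK3 against WT.

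The replicate numbers of the labels were also tried as a replicate block, although the labels name no shared animal or batch. Same-numbered DD and DD + rDKK3 libraries share a name in their titles (DD1 or DD2), whereas WT libraries share only a number with them. The labels also give same-numbered libraries different ages, but in an even series that could have been filled in. The ages therefore do not settle whether these libraries were paired. Deviations from the group means correlated at 0.65 between DD and DD + rDKK3, -0.387 between WT and DD and -0.247 between WT and DD + rDKK3. With the block, 7, 0 and 5 genes were called in DD against WT, DD + rDKK3 against DD and DD + rDKK3 against WT, of which 6 and 5 were also called without it, 248 genes reached an unadjusted p under 0.05 in the treatment contrast, and 29 of 66 list pairs were called. Junb changed sign in DD + rDKK3 against DD, to 1.6e-06. A block within the Dkk3-null libraries alone gave 20, 0 and 15 calls, 424 genes at an unadjusted p under 0.05 in the treatment contrast and 36 list calls.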

Other observations

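Tests of strain segments, shared reads, a mixed cell type, handling stress, the sex label and the kallikrein genes were chosen only after the results they bear on had been seen. All were run on the data in which the patterns were found.

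The strongest differences between DD and WT were near all-or-none and concerned pseudogenes of abundant genes. A difference in library size is argued against, since all 6 calls were also made at equal depth. None of the 6 moved toward WT after rDKK3 by more than the SE of its change. A candidate explanation is that the WT and DD mice differ in strain background at these loci, so that a variant in a parent gene or a pseudogene decides to which copy reads are assigned. If reads of a parent gene are moved by variants in it, the parent genes mark the loci. Placed this way, the calls fall on 5 loci (Fabp5, Rps3a1 and Selenbp2 on chromosome 3, Rps13 and Acsm3 on chromosome 7), and 2 of the 5 lie within 10 Mb of Dkk3, where 139 of the tested genes lie (hypergeometric p 0.000867). In 270 of 100000 draws, 5 tested genes fell on as few as 2 chromosomes (0.00271). These values are what DNA from another strain carried along with a knockout allele on chromosome 7 may leave, but the placement at the parent genes was chosen after the calls were known. Both values rest on that placement. At their own positions the 6 genes lie on chromosomes 3, 7, 8, 9, 13 and 14, and only Acsm3 shares the chromosome of Dkk3. Over all genes within 10 Mb of Dkk3, 4 of 139 had an unadjusted p under 0.01 in DD against WT, 2.88% beside 1.41% elsewhere (hypergeometric p 0.137), so for the region as a whole strain segments and an effect of DKK3 cannot be told apart, with too few genes to decide. Reads shared between copies stay open too. Rps13 fell by 205 CPM in DD while Rps13-ps1 rose by 96.3 CPM, and Rps3a1 rose by 129 CPM where Rps3a3 fell by 201. The rise of Rps3a1 rested on DD 2 (1057 CPM), since DD 1 (779.4 CPM) lay between WT 2 (746.9 CPM) and WT 1 (831.8 CPM). Fabp5, by contrast, rose by 136 CPM where Gm6166 fell by only 19.1, so that their sum went from 142 to 259 CPM (log2 difference 0.87). The median absolute log2 difference of 4 such sums was 0.182 (0.076 to 0.87). These include Capza1, whose pseudogene was called only in DD + rDKK3 against WT. An abundant parent gene fixes such a sum, so this value cannot decide. An effect of DKK3 itself on these genes was not tested apart from these explanations.

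DD 2 and DD + rDKK3 2 carried more fibroblast transcripts than the libraries numbered 1. Col1a1, chosen after its values were seen, had 15.9 and 252.1 CPM in DD 1 and DD 2, 49.8 and 304.6 in DD + rDKK3 1 and 2, and 31.93 and 10.54 in WT 1 and 2. Col3a1 had 9.181 and 140.3 CPM in DD and 23.98 and 141.7 in DD + rDKK3. All 18 fibroblast and stellate markers tested, of 20 listed and none held by another list, were higher in number 2 in both arms, by a median log2 difference of 2.85 in DD and 1.95 in DD + rDKK3, and 16 of 17 macrophage markers rose with them (2.52 and 1.88). A lower share of acinar cells that raises all other types alike is argued against, because endothelial markers rose by 0.666 (quartiles 0.534 to 0.887), below the fibroblast quartiles of 2.06 to 3.29. Cells of fibroblast and macrophage type mixed into these cultures in differing amounts are consistent with the 18 markers, as a hypothesis. A change of state in those cells was not tested. Because the direction of the fibroblast list in DD against WT rested on DD 2, the genotype effect on this list stays open.

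The same libraries were also compared over all genes. Of 102 genes at least 8-fold apart between DD 1 and DD 2, 96 differed at least 2-fold in the same direction between DD + rDKK3 1 and 2 (94.1%) and 0 in the opposite direction, whereas between WT 1 and WT 2 it was 0 in the same and 68 in the opposite direction. The pseudogene Gm5587 (chromosome 7, 25118578 to 25119251), named after its values were seen, had 52 and 1 counts in DD, 48 and 2 in DD + rDKK3, and 1 and 22 in WT. Fibroblast and macrophage genes were not left out of the 102. Macrophage markers were higher in DD 2 than in DD 1 (median 2.52) but lower in WT 2 than in WT 1 (-2.47). The 102 genes may thus in part restate the cell content of the libraries. The resemblance may arise if same-numbered Dkk3-null cultures came from the same animal or the same culture batch and were divided for treatment. The titles of these cultures share a name (DD1 or DD2), but the labels name no shared animal. They give the cultures ages that differ by 2 weeks, but in an even series that may have been filled in, so the ages do not settle the pairing and which of these applies is open.

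MAPK feedback genes rose in DD and were lower after rDKK3. Differing fibroblast content is argued against as the source, since 15 of 19 genes were lower after rDKK3 both in the libraries numbered 1 and in those numbered 2, although the fibroblast median changed by 0.957 in the former and by -0.00569 in the latter. The chance link of contrasts that share the DD libraries is argued against too, because with different DD libraries in each contrast, and with both or 1 of the treated libraries, the medians kept their directions and the smallest absolute median was 0.441. Depth is argued against, because at equal depth the camera adjusted p in DD against WT was 2.46e-06. Stress at harvest, which raises immediate early genes, stays open. The 26 immediate early genes rose by a median of 0.264 in DD, and after rDKK3 their median was -0.00627 with 12 of 26 higher, so that for the fall stress and an effect of rDKK3 cannot be told apart. Of the 15 ways to choose 2 of the 6 libraries, 1 set the list score as far above the other 4, the real one, and with 15 such pairs the share could not fall below 0.05, so chance cannot be told apart from an effect with 6 libraries. Each DD library lay above all 4 others. Under fry the list was not called. A response of MAPK feedback genes to DKK3 therefore remains a hypothesis, with stress, chance, age and strain background open.

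Ribosomal protein genes were lower in DD, and the shift followed gene length in part. Across 14683 genes, the log2 fold change of DD against WT correlated with length at a Spearman's rho of 0.312 and with GC content at 0.078. In 10000 random lists matched on expression and length the median was -0.199 and the lowest was -0.314, and matched on GC content it was -0.0721 with a lowest of -0.219, so 0 lists reached the observed -0.322. Length and GC content are thus argued against as the whole cause, though length may account for a part of it. Whether a single WT library was the only source stays open. Without WT 2 the median was -0.463, but without WT 1 it was -0.136, within the SE of the list score of 0.271, so with 2 libraries per group a high WT 1 and an effect of genotype cannot be told apart. Without DD 1 it was -0.079 and without DD 2 -0.567, so the size of the change rested on WT 1 and DD 1. The correlation with length bears on other lists too. Random lists matched on expression and length had a median of -0.239 beside -0.701 for acinar enzymes. For mitochondrial ribosomal protein genes it was -0.0861 beside -0.237, so length may account for a part of both falls. For MAPK feedback targets it was -0.0317 beside 0.642. The remaining lists were not matched on length.

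Kallikrein genes formed the 1 cluster found in the scan of 258 windows of 10 Mb. In DD + rDKK3 against DD, 7 of 134 genes on chromosome 7 from 40000001 to 50000000 had an unadjusted p under 0.01, where 0.518 were expected (adjusted p 0.000205), 6 of them kallikrein genes. In this set, chosen after its values were seen, 11 of 11 kallikrein genes tested were higher after rDKK3, also when scaled by library size alone, by a median of 0.71, and 9 of 11 were lower in DD than in WT (median -0.50). None was called over all genes, and 7 had an unadjusted p under 0.05. Klk1 (chromosome 7, 43874784 to 43879042) had 2284 and 2370 CPM in WT, 1751 and 1482 in DD and 2543 and 2487 in DD + rDKK3. A larger share of acinar RNA after rDKK3 is argued against as the whole cause, because 2 of 33 other acinar enzyme genes rose by as much (median 0.25). Reads shared between paralogs stay open, since Klk1b3, Klk1b4 and Klk1b5 together held 4.37 to 5.11% of the Klk1 level in all 6 libraries, so that misplaced Klk1 reads and a joint response cannot be told apart at the level of counts. The contrasts share the DD libraries, so the opposite directions are in part forced.

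WT 2, labelled female, had 141.4 CPM of Y-linked transcripts, as high as the libraries labelled male. This is consistent with a mislabelled sex of the animal. The 16 Xist counts might come from a small admixture of female material, which was not tested.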
